# Sustained splenic contraction after daily cocaine administration in rats

**DOI:** 10.1371/journal.pone.0252853

**Published:** 2021-06-04

**Authors:** Moeka Nomura, Kana Unuma, Toshihiko Aki, Koichi Uemura

## Abstract

The purpose of this study is to examine the effect of repeated cocaine administration on the whole body of rats. Rats (male, 6 weeks old, Sprague Dawley) were injected intraperitoneally with cocaine (50 mg/kg) once a day for 1, 3 or 7 days, and major organs (heart, liver, lung, brain, kidney, spleen) were excised from the sacrificed animals. During autopsy, we found a reduction in spleen size, but not other organs, in cocaine-administered rats as compared to control rats. This reduction became to be noticed at 3 day and easily perceived at 7 day. No marked changes were observed in other organs examined. H&E and EMG staining showed a tendency for a decrease in the number of red blood cells (RBCs) as well as an increase in collagen fibers in the spleens of rats treated repeatedly with cocaine. Transcriptome analysis indicated that repeated cocaine administration depletes RBCs from the spleen. Immunoblot analysis showed that cocaine increases the phosphorylation of myosin light chain (MYL) as well as the levels of transgelin, both of which are involved in the contraction of myofibrils. Collectively, these results show that repeated cocaine administration results in sustained contraction of the spleen, which leads to the release of RBCs from the spleen into circulation.

## Introduction

Due to its euphoric effects, cocaine is distributed in the world as an illegal recreational drug [1]. Cocaine induces feelings of intense pleasure and reward in humans through the excitement of the reward center in the central nerve system (CNS) [2]. This is a consequence of the inhibitory effects of cocaine on dopamine reuptake from the synaptic cleft and the resultant increase in dopamine levels [2]. Cocaine also inhibits the reuptake of other catecholamines, such as adrenaline and noradrenaline, into the adrenergic nerve [3, 4]. Therefore, cocaine works not only as an activator of the CNS reward system, but also a vasoconstrictor in the vascular system [5, 6]. Indeed, most cocaine abusers who visit emergency departments mention cardiovascular complaints as the reason for visiting [5]. On the other hands, it has been widely recognized that all major organs can be affected by cocaine abuse [7]. In addition to above mentioned harmful effects of cocaine on CNS and cardiovascular system, for example, pulmonary complications such as edema could be produced by cocaine [8]. Furthermore, though rare in cocaine abuse-related cases as compared to cardiovascular complications, cocaine can cause abdominal complications [9], which may lead finally to splenic rupture [10–12], gastrointestinal perforation [13], ischemic colitis [14, 15], acute renal failure [16, 17], and hepatocellular necrosis [18]. Bibliographic survey led us, first of all, to macroscopic examination as well as calculation of relative weights of heart, liver, lung, brain, kidney, and spleen in rats administered cocaine.

The spleen is a secondary lymphoid organ involved in the regulation of immunity. Splenic parenchyma consists mainly of red pulp as well as white pulp, the latter of which includes the marginal zone that discriminates between the white and red pulp [19, 20]. The white pulp area is where immune responses against blood-borne pathogens occur [19, 20]. The red pulp, which is abundant in red blood cells (RBCs), serves as a filter to discriminate senesced RBCs from healthy RBCs; old as well as damaged RBCs are collected and destroyed in the red pulp, and the iron inside them is salvaged and stored for recycling [19, 20]. Since the spleen is a relatively large organ and extremely rich in RBC, it is considered to act as a reservoir of RBCs [21, 22]. During oxygen deficiency caused by diving [23], exercise [24], high altitude [25, 26], or sleep apnea [27], the spleen contracts to release RBCs into the central as well as peripheral circulation for oxygenation [22]. This RBC supply through splenic contraction is considered to help cardiac output [21].

For this study, we adopted repeated cocaine administration, which mimics the “binge” administration frequently observed in human abusers [28]. When we investigated multiple organ injury caused by repeated cocaine administration, we found a reduction in the volume of the spleen to be the most apparent finding in the gross pathological examination of major organs. Shrinkage of the spleen was found to be the result of sustained splenic contraction caused by repeated cocaine administration.

## Materials and methods

### Animals and cocaine treatments

All animal experiments were approved by the Institutional Animal Care and Use Committee of Tokyo Medical and Dental University. Rats (male, 6 weeks old, Sprague-Dawley, 〜220 g body weight, obtained from Charles River Laboratories Japan, Inc., Yokohama, Japan) were separated into 6 groups (n = 4 in each groups) and administered cocaine (cocaine groups) or saline (control groups). To optimize environmental conditions, rats were housed in a room with controlled temperature (25±1°C), relative humidity (60 ±5%), and a 12 h light/dark cycle. Bedding-change frequency was twice a week. Rats were given free access to water and a certified diet (Oriental Yeast Co. Ltd., Japan). Animal health surveillance was provided twice daily in the morning and evening. To assess animal health and well-being, we monitored the condition of rats over whole periods of time for negative affective states (e.g., loss of body weight), environmental conditions, bedding, feed, water, and housing. We dissolved cocaine hydrochloride (Shionogi & Co., Ltd., Osaka, Japan) in saline and administered it intraperitoneally (i.p.) to rats at a final dose of 50 mg/kg body weight once a day for 1–7 days. Control rats were injected with the same volume of saline. 24 hours after the last administration, the rats were sacrificed by an overdose of sodium pentobarbital (40 mg/kg, i.p.), and the hearts, right lungs, spleens, left kidneys, brains, and livers were removed immediately. The excised organs were weighed and stored at -20°C or -80°C for the later extraction of proteins or RNAs, respectively. Pieces of organs were fixed with 4% paraformaldehyde for tissue staining.

### Tissue staining

Spleen samples were embedded in paraffin, cut into slices at a thickness of 2.5 μm, affixed to glass slides, deparaffinized, and subjected to hematoxylin-eosin (H&E) and Elastica-Masson-Goldner (EMG) staining. The specimens were observed under a light microscope (AX-80, Olympus, Tokyo, Japan).

### Immunoblotting analysis

For western blot analysis, tissues were lysed in lysis buffer [320 mM sucrose, 10 mM Tris-HCl (pH 7.4), 1 mM EDTA-2Na, 10 mM NaF, 1 mM Na_3_VO_4_, and protease inhibitor cocktail (Complete, Roche, Mannheim, Germany)]. Equal amounts of spleen lysates were subjected to SDS-PAGE. Proteins separated in the gels were transferred to PVDF membranes, blocked with TBS-Tween [150 mM NaCl, 10 mM Tris-HCl (pH7.4), 0.05% Tween 20] containing 5% skim milk, and incubated with primary antibodies: anti-rat collagen type 1 (#AB755P, Merck Millipore, USA), anti-E cadherin (610181, BD Biosciences, USA), anti-cleaved caspase 3 (#9661, Cell Signaling technology, USA), anti-Thr18/Ser19-phosphorylated myosin light chain 9 (p-MYL, sc-12896, Santa Cruz Biotechnology, inc., USA), anti-myosin light chain (total MYL, sc-365243, Santa Cruz Biotechnology, inc., USA), anti-actin (A2066, Sigma-Aldrich), and anti-glyceraldehyde-3-phosphate dehydrogenase (#MAB374, Merck Millipore, USA). The samples were then incubated further with a peroxidase-bonded anti-IgG secondary antibody (Promega, USA), and the antigens were visualized using ECL reagents (Thermo Fisher Scientific, USA). Membrane images were obtained by LuminoGraph Ⅲ image capture (ATTO, Japan), and the luminescence levels were quantified by CS analyzer 4 image analyzing software (ATTO).

### Transcriptome analysis

For transcriptome analysis, total RNAs were extracted from rat spleen tissues using TRIzol reagent (Thermo Fisher Scientific). The total RNA was further purified using an RNeasy Mini Kit (Qiagen, USA), which includes removal of genomic DNA through digestion with DNase I. The purified total RNA was examined for integrity on a BioAnalyzer (Agilent Technologies), and hybridized to Clariom^TM^S array (Thermo Fisher Scientific). The results were deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo/, accession number GSE167238) and analyzed using the Microarray Data Analysis Tool (Filgen Inc, Nagoya, Japan) and the DAVID functional annotation tool (https://david.ncifcrf.gov/summary.jsp).

## Results

### Effects of repeated cocaine administration on internal organ weights and spleen volume in rats

We first examined the effects of single and repeated intraperitoneal injection of a fixed dose of cocaine (50 mg/kg) on the weights of the internal organ. Since cocaine abuse by teenagers have become a social problem, we used rats at their late adolescent stage (6-week-old). Male rats were used throughout this study. Given the sex differences in the cocaine abuse [29], the results may be different when female rats are used. For the single injection experiment (experiment 1), rats were administered cocaine (day 0) and sacrificed on the following day (day 1) (Fig 1A). For the repeated injection experiments (experiments 2 and 3), rats were administered cocaine on day 0, and then once daily on the next two (experiment 2) or 6 days (experiment 3) (Fig 1A). In all experiments, the rats were sacrificed one day after the final cocaine administration. We measured the weights of the heart, spleen, liver, left kidney, brain and right lung, and divided these by the body weight. Although we initially planned to excise pancreas too, we gave priority to remove spleen as its intact form; removal of pancreas sometimes requires sacrifice of spleen. In experiment 1, no obvious changes were observed in the relative weights of any organ in the cocaine group as compared to the control group (Fig 1B). Although there were several upwards or downwards tendencies in the relative weights of the liver, kidney, brain, and lung (for example, significant decrease of liver weight observed at day 3), these trends were relatively small and kept on fluctuating over time (Fig 1B). In contrast we observed a tendency toward a decreased relative weight of spleen, which was persisted from day 3 to day 7 (Fig 1B). We also found an apparent reduction in spleen volume as the most obvious gross anatomical change in the cocaine group (Fig 1C). Therefore, we focused on changes in the spleen following repeated cocaine administration throughout this study. It should be noted that our current results did not necessarily indicate that cocaine did not affect relative weights of kidney, brain, heart, and lung in our experimental setting. Further study may reveal significant changes in these organs.

**Fig 1:**
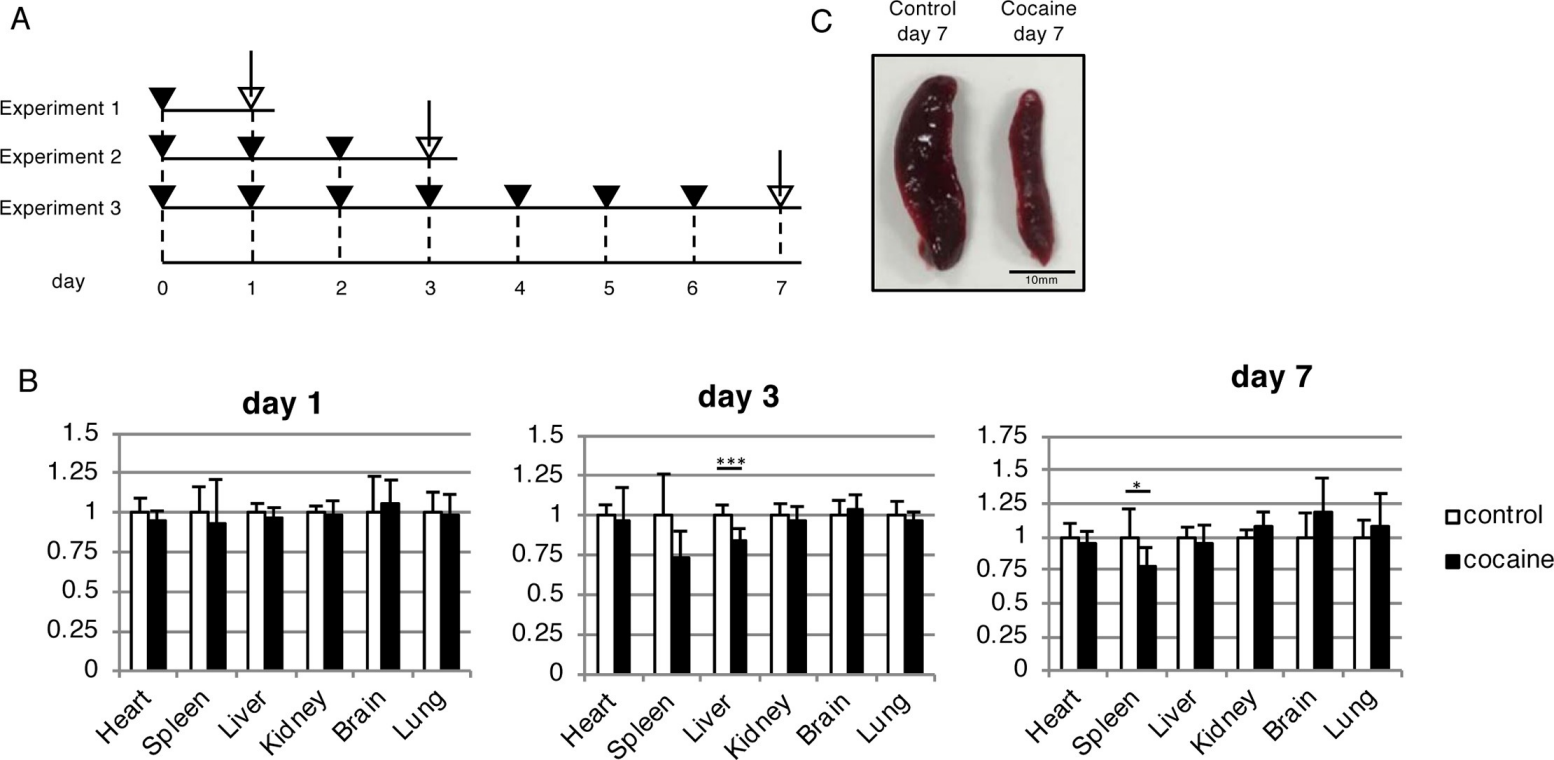
Changes in relative organ weights and reduction in spleen size in rats administered cocaine. (A) Timeline of experimental procedures. Rats were administered cocaine (50 mg/kg) once daily, and sacrificed on day 1, day 3, or day 7. Filled arrowheads indicate cocaine administration. Open arrows indicate autopsy and sample collection from sacrificed rats. (B) Relative weights of indicated organs per body weights. In each graph, the mean relative weight of the control group was set to 1. Graphs show the means and S.D. of 6 samples. *P < 0.05 versus control by Student’s *t*-test. (C) Reduction in splenic volume in rats repeatedly administered cocaine (day 7).

### Histological alterations in spleen by repeated cocaine administration

To examine the histological differences between the spleens of control rats and those in the cocaine group (day 7), tissue samples were stained with hematoxylin-eosin (H&E) and Elastica-Masson-Goldner (EMG). In H&E stained sections, the cell density in the white pulp including the marginal zone seemed to be reduced in the cocaine group as compared to the control group (Fig 2A). Western blot analysis showed that levels of E-cadherin, which is involved in cell-cell adhesion [30], was decreased in the cocaine group as compared to the control group (Fig 2B). In the EMG stained samples, the number of collagen fibers (stained green) seemed to increased, while the relative abundance of RBCs (stained orange) decreased in the cocaine group as compared to control group (Fig 2A). The increase in collagen fibers was confirmed by an increase in the level of collagen type 1, which was observed by western blot analysis (Fig 2C). Taken together, these results confirmed that cocaine administration for 7 days induces not only atrophy, but also other pathological changes, such as the loosening of cell-cell adhesion and a subsequent increase in the number of collagen fibers in the spleen.

**Fig 2:**
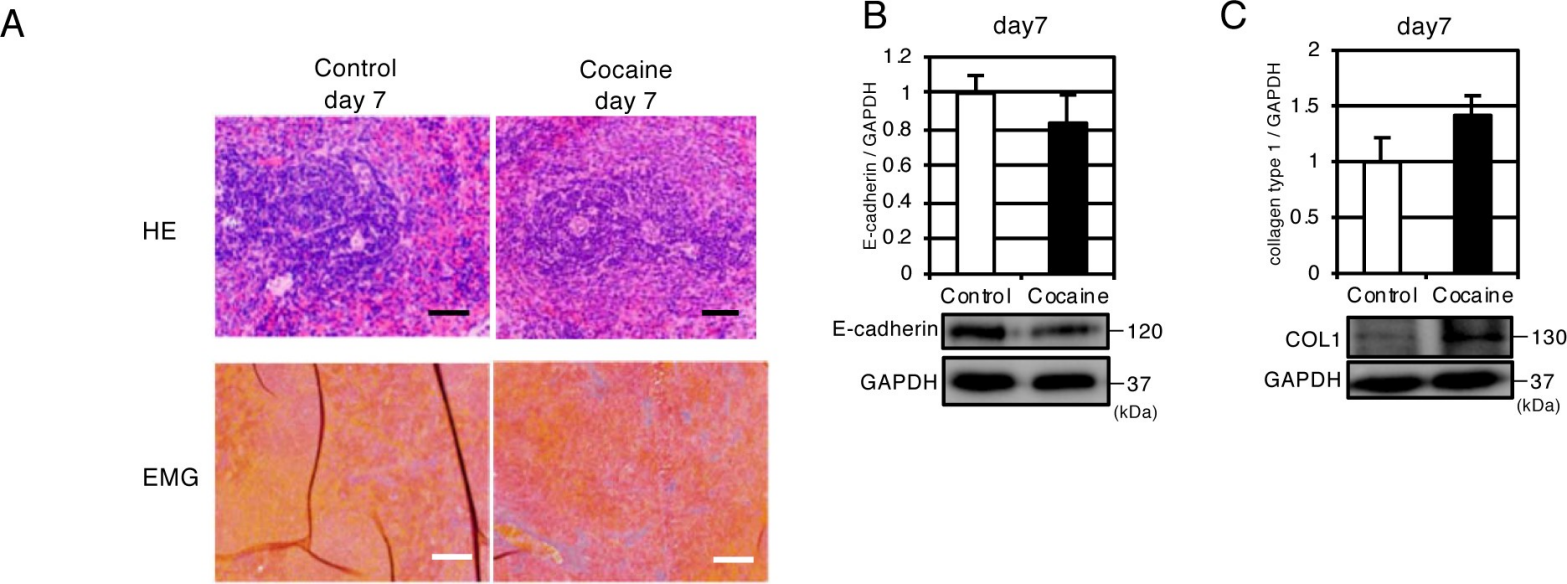
Histochemical and immunoblot analysis of spleen from rats repeatedly administered cocaine (day 7). (A) Hematoxylin and eosin (H&E) and Elastica Masson-Goldner (EMG) staining of spleen. Black and white bars indicate 50 μm and 100 μm, respectively. (B-C) Immunoblot analysis of E-cadherin (B) and collagen type 1 (C). GAPDH levels served as the internal control. Graphs show the means and S.D. of 6 samples. *P < 0.05 versus control by Student’s t-test.

### Transcriptional profiling of splenic changes caused by repeated administration of cocaine

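Total spleen RNA of 1 rat given cocaine (50 mg/kg, intraperitoneally, once a day, day 7) and of 1 control rat was examined, each taken 24 h after the last dose and each hybridized to 1 Clariom S rat array. This array measures transcripts with short oligonucleotide probes and gives 1 signal per transcript cluster, which is a set of probes for the transcripts of a gene. The deposited table held 24834 features, of which 23188 were transcript clusters and 1646 were control features. A single gene symbol was assigned to 15049 transcript clusters (64.9%), and these stood for 15037 genes. The other 8139 transcript clusters were counted without a gene name. The values were log2 signals, already summarised by the authors. The method of background correction and normalization is not given in the sources used here, nor is the genome build of the array annotation, so no genome positions are given. The median signal was 6.97 on both arrays, and no further normalization was applied. Every difference is the log2 signal on the cocaine array minus that on the control array, so that a difference of 1 is a 2-fold higher signal in the cocaine rat.
The range of the arrays limits both ends of the scale. The 23 background features of the array had signals from 3.35 to 7.76 in the cocaine rat and from 3.28 to 7.76 in the control rat. At the upper end, 15 transcript clusters shared the highest signal of both arrays, 19.69 in the cocaine rat and 19.89 in the control rat. Beta-actin (Actb), the elongation factor Eef1a1, the globin chains Hbb and Hba-a1 and the ribosomal protein Rps29 were among them, and no fold is given for these genes. Where only the lower signal of a gene lay under the highest background feature, the fold left after raising that signal to this feature is given as a lower bound beside the difference, a choice made after the data were seen. Where both signals did, the text says so, and the size and direction of the difference are not interpreted. The highest background feature (7.76) lay above the median signal of both arrays (6.97). This limit is therefore a strict one, and a signal under it does not show that a gene is not expressed. The counts of genes past 2-fold use the signals as deposited and include such genes. With 1 array per group there is no replicate, so no error and no p-value can be given, and the number of arrays limits the precision of every value. Genes are therefore described as at least 2-fold higher or lower on the cocaine array. Genes were also grouped into 39 lists. The median difference of a list was set beside those of 10000 random lists of as many genes, matched on mean signal in 10 bins. The resulting percentile is a description of these 2 arrays and not a test.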

To obtain insight into the observed changes in spleen caused by repeated cocaine administration (Figs 1 and 2), we performed transcriptome analysis. 

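The largest differences between the spleens were in 1 direction. Signals at least 4-fold lower in the cocaine rat were found for 337 of 23188 transcript clusters and signals at least 4-fold higher for 9. At 16-fold the counts were 52 and 0. At 2-fold, 1060 transcript clusters were lower and 602 were higher. Among the 15037 genes with a name, 748 (4.97%) were at least 2-fold lower and 343 (2.28%) were at least 2-fold higher.
The 10 genes with the lowest differences were Epb42, Hemgn, Rhag, Ahsp, Sptb, Slc25a37, Kel, Ypel4, Slc4a1 and Add2. Hemgn, a nuclear protein of hematopoietic cells, had a difference of -6.64. Ahsp, the chaperone of free alpha-globin, had a signal of 9.97 in the cocaine rat and 16.45 in the control rat, a difference of -6.48. Kel carries the Kell blood group antigen and had a difference of -6.22, and Add2, the beta-adducin of the red cell membrane skeleton, had a difference of -5.64. The difference of Ypel4 was -6.08. The signals of Add2 and Ypel4 in the cocaine rat lay within the background features, which leaves lower bounds of 22.8-fold and 12.6-fold. In the other direction, Ttr, which encodes the thyroid hormone carrier transthyretin, had a difference of 2.44, but its signal in the control rat (6.12) lay within the background features and the lower bound is 1.75-fold. The same holds for the collectin Colec10 (1.94, at least 1.51-fold). The flavin monooxygenase Fmo2 was 4.26-fold higher, Erp27, a protein of the endoplasmic reticulum, 4.06-fold, the secreted glutathione peroxidase Gpx3 3.68-fold and the glutathione transferase Gstp1 3.41-fold. Hormad1, Slc27a4 and Lbhd2 completed the 10 highest genes together with Oas1a, but both signals of these 3 were under the highest background feature (7.54, 7.58 and 7.06 in the cocaine rat).
The count of higher transcript clusters depended on the processing: it was 346 of those with a signal above the highest background feature, a filter chosen after the data were seen, 281 with signals under that feature raised to it, and with each array centred on its 75th percentile it was 911, against 929 lower. Of 1153 control features whose IDs mark them as negative controls, 148 were at least 2-fold higher and 79 at least 2-fold lower (19.7% together, against 7.17% of the transcript clusters). Their median signals, 7.55 in the cocaine rat and 7.45 in the control rat, were above those of the transcript clusters (6.97). Of 399 positive controls, 14.8% were past 2-fold, against 0 of 63 spike-in controls (ERCC) and 0 of 23 background features. The SD of the differences was 0.86 for the negative controls and 0.64 for the transcript clusters. The kinds of control differ in share and spread, so none of these shares is taken as a noise rate for the transcript clusters. How many of the transcript clusters past 2-fold reflect noise cannot be told with 1 array per group.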

Total RNAs from the control and cocaine groups (day 7) were subjected to DNA microarray analysis that resulted in the identification of 464 and 1047 transcripts that were increased and decreased more than 2-fold, respectively, in the cocaine group as compared to the control group (Fig 3A). Biological process and pathway analysis based on the GO terms of the Microarray Data Analysis Tool showed “structural constituent of ribosome” and “signal transducer activity” as the processes most significantly influenced by cocaine among the upregulated and downregulated genes, respectively (Fig 3A). 

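The genes of the cytosolic ribosome had higher signals in the cocaine rat as a group, by small amounts. Of 76 ribosomal protein genes, 70 had a difference above 0, 10 were at least 2-fold higher and none was at least 2-fold lower. Their median difference was 0.69, which is 1.62-fold. This was above the medians of all 10000 random lists, which lay between -0.24 and 0.34. Rps13, a protein of the small subunit, had a difference of 1.43, from a signal of 13.22 in the control rat to 14.65 in the cocaine rat. Rpl22l1 and Rpl32, of the large subunit, had differences of 1.28 and 1.23, and Rps16 had one of 1.26, which was 0.98 after a loess correction for signal. Most of these genes are among the strongest signals of the array, so they were also set beside genes of like signal. In the range of mean signals from 15 to 19, 50 ribosomal protein genes had a median of 0.69. The 167 other named genes of this range had a median of 0.04, and 4 of them were at least 2-fold higher. Genes of the red cell, cell division and histone lists were left out of these 167. Over all transcript clusters, with ribosomal and unnamed ones included, the median was 0.16 from 15 to 17 and 0.41 from 17 to 19. Rpl31 reached the ceiling of the cocaine array and is given no fold.
For the ribosome of mitochondria, 66 genes had a median of 0.08, at the 87.2 percentile, and none was past 2-fold. The 78 nuclear genes of oxidative phosphorylation had a median of 0.12, at the 95.2 percentile. Ndufab1, the acyl carrier protein of complex I, was at least 2-fold higher (1.25), and Atp5if1, the inhibitor of ATP synthase, was at least 2-fold lower (-1.33). The assembly factor Ndufaf1 was also lower (-1.04), but was within 2-fold (-0.95) with 75th percentile centring, and its signal in the cocaine rat (6.94) lay within the background features, which leaves a lower bound of 1.17-fold.
Receptors for odors, pheromones and tastes, which make up a large family of signal-transducing receptors, were represented by 1190 genes. Their median signals were 4.96 in the cocaine rat and 4.90 in the control rat, within the range of the background features. The median difference was 0.05, at the 5.34 percentile, and its sign turned with quantile normalization (-0.02) and with the loess correction (-0.02). In this family, 18 genes were at least 2-fold higher and 8 at least 2-fold lower. The gene ontology categories themselves were not tested, since their member genes are not in the sources used here.

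**Figure D1:**
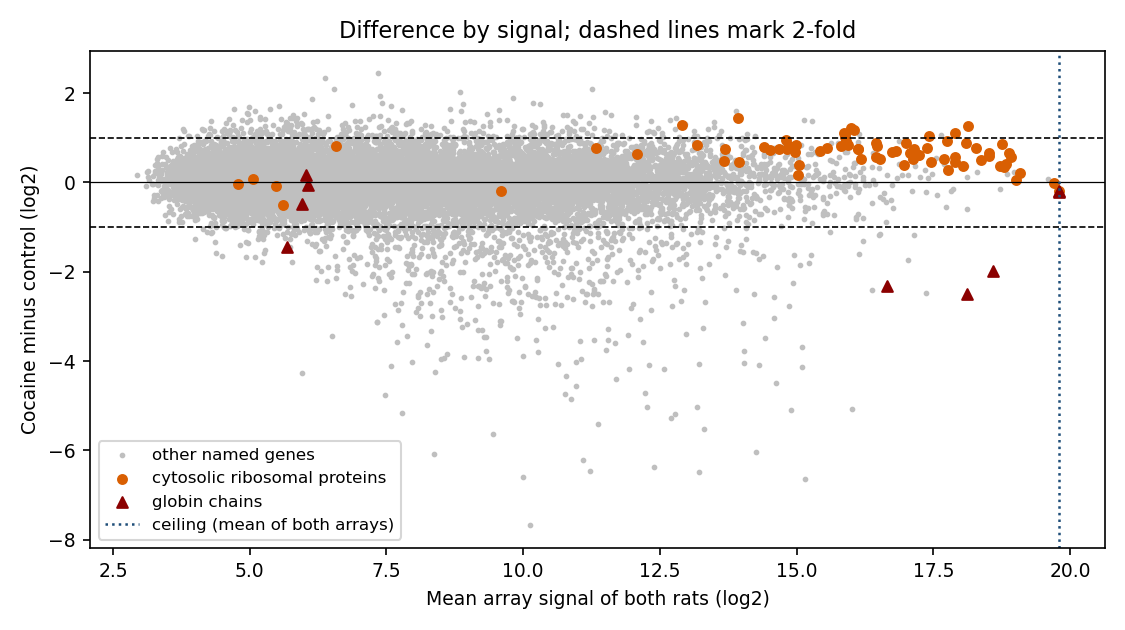
Difference between the cocaine and the control array (log2, vertical axis) against the mean log2 signal of both arrays (horizontal axis), with 1 point per gene. Orange circles are the 76 cytosolic ribosomal protein genes, of which 70 lie above 0, dark red triangles are globin chains and gray points are the other named genes. Dashed lines mark 2-fold and the dotted line marks the ceiling of the arrays.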

To obtain further information, KEGG pathways significantly affected by repeated cocaine administration were identified using DAVID software. We found that among the top 20 processes whose transcripts were significantly downregulated by cocaine, 5 processes were restricted to RBC functions (Table 1). Moreover, among the top 50 genes whose expressions were decreased by cocaine, 22 genes were related to the function of RBCs (Table 2). 

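All 12 measured genes of heme synthesis were at least 2-fold lower in the cocaine rat, with a median difference of -3.79, or 13.9-fold. Slc25a37, mitoferrin, which brings iron into mitochondria, was 83.4-fold lower, with a signal of 9.21 against 15.59 in the control rat. Alas2, the first enzyme of the erythroid pathway, was 22.4-fold lower (12.38 against 16.86), and ferrochelatase (Fech), which inserts iron into the porphyrin ring, was 32.5-fold lower (9.75 against 14.77). The enzymes between them were also lower, with differences of -3.80 for Alad, -3.17 for Uros, -4.17 for Urod, -3.78 for Cpox and -2.46 for Ppox, and the mitochondrial transporter Abcb10 had a difference of -4.34. The signals of Uros (7.39) and Ppox (7.12) in the cocaine rat were under the highest background feature, which leaves lower bounds of 6.98-fold and 3.54-fold. Of these 12 genes, 4 are in Table 2, which was chosen on these samples, and without them the median was -2.82.
Among 11 regulators of erythroid development, 8 were at least 2-fold lower, with a median of -2.89. Tal1, a transcription factor of early blood development, was 16.7-fold lower. The signals of several others in the cocaine rat lay within the background features: Klf1, which activates beta-globin, had signals of 3.83 and 8.10 (-4.27, at least 1.27-fold lower), Sox6 had a difference of -3.95 (at least 12.0-fold) and Gfi1b of -3.57 (at least 3.31-fold). Gata1, a transcription factor of the erythroid and megakaryocyte lineages, had a difference of -2.89, and the erythropoietin receptor (Epor) one of -2.71, again with signals within the background features in the cocaine rat (6.60 and 6.42) and lower bounds of 3.34-fold and 2.58-fold. With signals under the highest background feature raised to it, the median of this list was -1.73. The other 3, Ldb1 (-0.31), Lmo2 (-0.12) and Bcl11a (0.04), were within 2-fold and act in other blood cells as well. Gata1, Epor and these 3 were named after their values were seen, as were Alad, Uros, Cpox and Ppox.
All 19 measured genes of late erythroid maturation, iron uptake and red cell enzymes were at least 2-fold lower, with a median of -4.03. The carbonic anhydrases Car1 and Car2 had differences of -5.27 and -5.08, Xpo7, a nuclear transport factor, had one of -5.09, and the transferrin receptor (Tfrc), which takes up iron, one of -4.10. Without the 5 genes of Table 2 the median of this list was -3.39, and with the background floor it was -3.27. The medians of these 3 lists lay below those of all random lists.
The median of 10 globin genes, Ahsp included, was -0.97, and 5 were at least 2-fold lower. Hba-a3 had a difference of -2.49, Hbb-bs of -2.31 and Hbb-b1 of -1.98. The signals of Hba-a3 (19.37) and Hbb-b1 (19.57) in the control rat lay close to the ceiling of that array (19.89). Their differences may therefore be larger than measured. Hbg1 (-1.45), Hbe1 (-0.48), Hbe2 (-0.05) and Hbz (0.17), named after their values were seen, had both signals within the background features, and Hbb and Hba-a1 were at the ceiling of both arrays. The list's median was -1.71 without the genes at the ceiling and -0.20 with the background floor, both choices made after the data were seen, and -2.15 over genes with a signal at or above the median of an array.

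**Figure D2:**
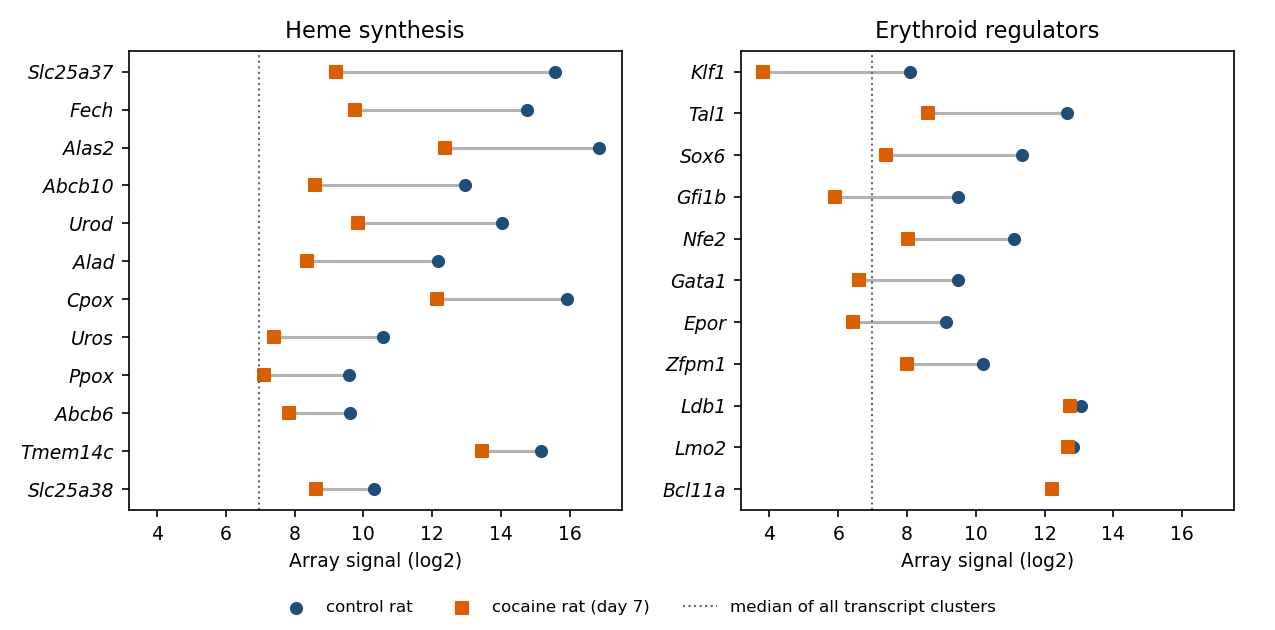
Log2 array signals of the 12 genes of heme synthesis (left) and the 11 erythroid regulators (right) in 1 control rat (blue circles) and 1 cocaine rat (orange squares), with a line joining the values of a gene. The dotted line marks the median signal of all transcript clusters (6.97). The signals of all 12 genes of heme synthesis and of 8 regulators are at least 2-fold lower in the cocaine rat.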

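Of the 22 genes of Table 2, 16 were measured here under their symbols, and all 16 were among the 34 lowest of the 15037 named genes. The other 6 are not analysed here. The median difference of the 16 genes was -4.74, below those of all random lists, and each was at least 2-fold lower. The ratios of the 16 genes differed from the ratios in the paper's table by at most 0.0032%. Since the study chose this list on these samples, its direction is not independent evidence. Epb42, which encodes protein 4.2 of the red cell membrane, had the lowest difference, -7.67 (6.29 in the cocaine rat against 13.96), and Rhag, the Rh-associated glycoprotein, had one of -6.60 (6.69 against 13.29). Both signals in the cocaine rat lay within the background features, which leaves lower bounds of 73.7-fold and 46.3-fold. Beta-spectrin (Sptb) was 88.4-fold lower. The anion exchanger Slc4a1 (band 3) was 65.2-fold lower, the galectin Lgals5 45.6-fold, the blood group protein Rhd 36.6-fold and the water channel Aqp1 26.4-fold. Emb was 17.6-fold lower. Trim10 and Dyrk3 had differences of -4.75 and -4.12, again with signals within the background features in the cocaine rat (5.09 and 5.53) and lower bounds of 4.24-fold and 3.72-fold. For Klf1 (3.83 in the cocaine rat) the lower bound is 1.27-fold. The ranks of Klf1, Trim10 and Dyrk3 among the lowest genes thus rest on signals that cannot be told from background.
Genes of the red cell membrane and skeleton, a list made up from textbook knowledge that shares 6 genes with Table 2, had a median of -5.19, below those of all random lists, and 12 of 13 were at least 2-fold lower. The exception was Slc29a1, a nucleoside transporter of many cells, at -0.31, with both signals within the background features. Without the genes of Table 2 the median was -2.13. Across 5 lists of red cell genes, which include the 16 genes, 65 genes were measured, 56 were at least 2-fold lower and none was at least 2-fold higher.
The 50 lowest named genes reached up to a difference of -3.78 and held 29 genes of the red cell lists, of which 13 are not in Table 2. The 50 also held 5 of the genes of cell division: thymidine kinase Tk1 (-4.56), the proliferation marker Mki67 (-4.05), Tpx2 (-3.96) and Nek2 (-3.94), which act at the mitotic spindle and centrosome, and the kinetochore protein Cenpf (-3.91). Transcript clusters without a name were not ranked. Of all 23188 transcript clusters, 52 were at least 16-fold lower. Tpx2, Nek2 and Cenpf were less than 16-fold lower and would not be among the 50 lowest of all transcript clusters. The signals of Nek2 (6.53) and Cenpf (6.97) in the cocaine rat lay within the background features, which leaves lower bounds of 6.59-fold and 8.70-fold.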

Considering the fact that spleen contains abundant RBCs, these results suggest that repeated cocaine administration for 7 days results in the ejection of RBCs from the spleen, which might be related to the reduction in splenic volume.

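The markers of other cells of the spleen had smaller median differences than those of red cells. B cells, the main cells of the white pulp and marginal zone, were represented by 15 genes with a median difference of 0.19 (85.9 percentile), and T cells by 18 genes with a median of 0.20 (93.3 percentile). In each list 1 gene was at least 2-fold higher, Bank1 (1.37) and Bcl11b (1.11, at least 1.71-fold), and none was at least 2-fold lower. Of 12 genes of NK and other cytotoxic cells, Gzma, which encodes granzyme A, and the chemokine Ccl5 were at least 2-fold higher (1.65 and 1.36), and the median was 0.52 (99.9 percentile). Of 8 plasma cell genes, Txndc5 (1.18) and Mzb1 (1.04) were at least 2-fold higher, with a median of 0.63 (99.9 percentile). Genes of dendritic cells and MHC class II had a median of 0.28 over 12 genes (95.8 percentile). RT1-Ba and Xcr1 were lower (-1.09 each), and both came just within 2-fold (to -0.996 and -0.995) with 75th percentile centring. The signal of Xcr1 in the cocaine rat (7.17) also lay within the background features, with a lower bound of 1.41-fold.
Markers of red pulp macrophages, which clear old RBCs and recycle their iron, had a median of -0.35 over 17 genes (1.01 percentile), and Cd5l (-1.13) was at least 2-fold lower. Siglec1, a receptor of macrophages at the marginal zone, had a difference of 0.86. Markers of megakaryocytes and platelets had a median of -0.53 over 12 genes (0.17 percentile), and 3 genes were at least 2-fold lower, Ppbp (-2.13), Thbs1 (-1.41) and Gp1ba, of which Gp1ba had both signals within the background features. Of 15 genes of neutrophils and their precursors, 4 were at least 2-fold lower, Ngp (-2.21), S100a9 (-1.39), S100a8 (-1.12) and Camp, with a median of -0.46 (0.10 percentile) for the list. Camp had both signals within the background features, and for Ngp the lower bound is 3.76-fold. With signals under the highest background feature raised to it, the medians were -0.08 for megakaryocytes and platelets, 0 for neutrophils, 0 for NK cells and 0.39 for plasma cells. A gene with both signals under that feature then has a difference of exactly 0. A median of 0 or near it can therefore come from the floor itself and does not show that a difference is absent. The median of 6 genes of stem and progenitor cells was -0.09 (24.8 percentile), which turned to 0.01 with 75th percentile centring, and none was past 2-fold. Most of these 6 genes had both signals within the background features, and the median was 0 with the background floor. Of 11 mast cell and basophil genes, with a median of 0.31 (93.4 percentile), 1 counted as at least 2-fold higher (Fcer1a) and 1 as lower (Ms4a2), but all signals of these 2 genes lay within the background features.
Genes of dividing cells were lower together with the red cell genes. Of 39 genes of S phase and mitosis, 33 were at least 2-fold lower and none was at least 2-fold higher, with a median of -2.05. Of 22 histone genes of S phase, 17 were at least 2-fold lower, with a median of -1.64, and H2bc12 and H1f1 had differences of -3.40 and -2.76. Both medians were below those of all random lists.
From the lower expression of red cell genes and the abundance of RBCs in the spleen, the paper proposes that cocaine given for 7 days led to the ejection of RBCs, and that this might be related to the smaller spleen. Other evidence in the paper is a lower share of RBCs in stained sections, and more phosphorylated MYL and transgelin on immunoblots. The arrays measure transcripts and not the number of RBCs, and genes of dividing cells were lower as well.

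**Figure D3:**
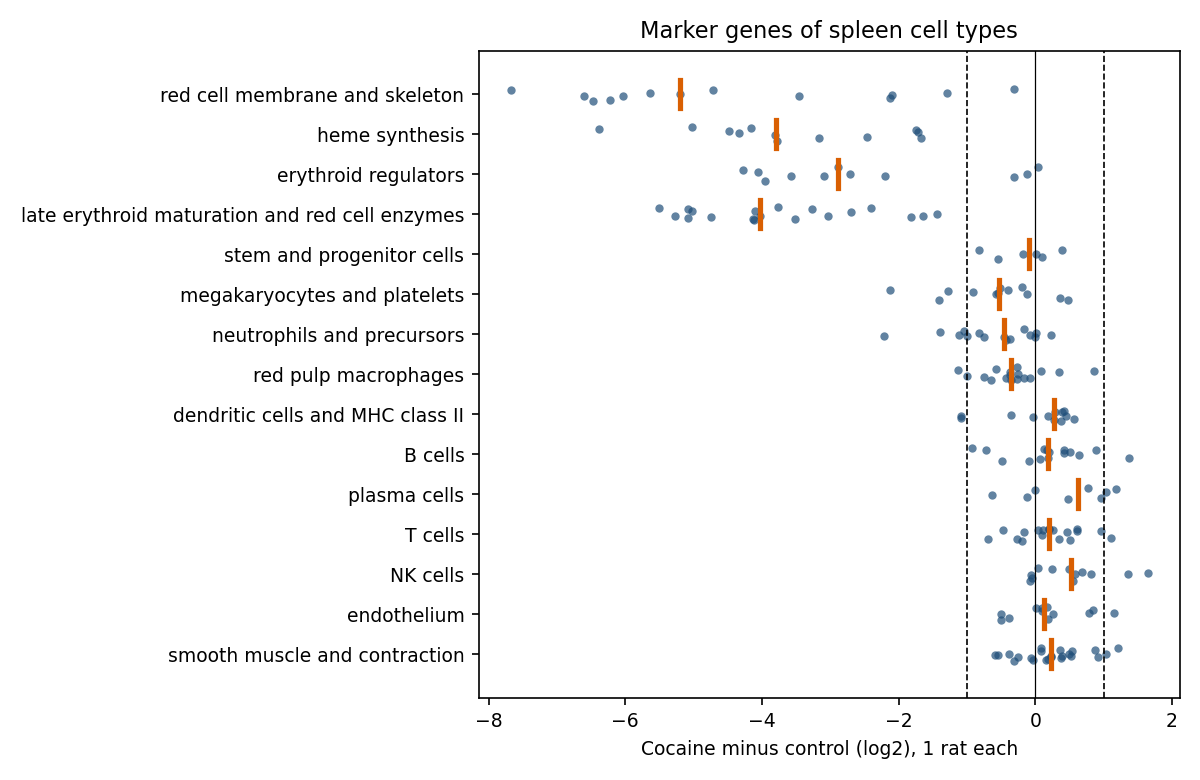
Differences between the cocaine and the control array (log2, horizontal axis) of marker genes of 15 gene lists, with 1 point per gene and an orange bar at the median of each list. Dashed lines mark 2-fold. The 4 lists of red cell genes at the top have medians from -5.19 to -2.89, and the medians of the other lists lie between -0.53 and 0.63.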

**Fig 3:**
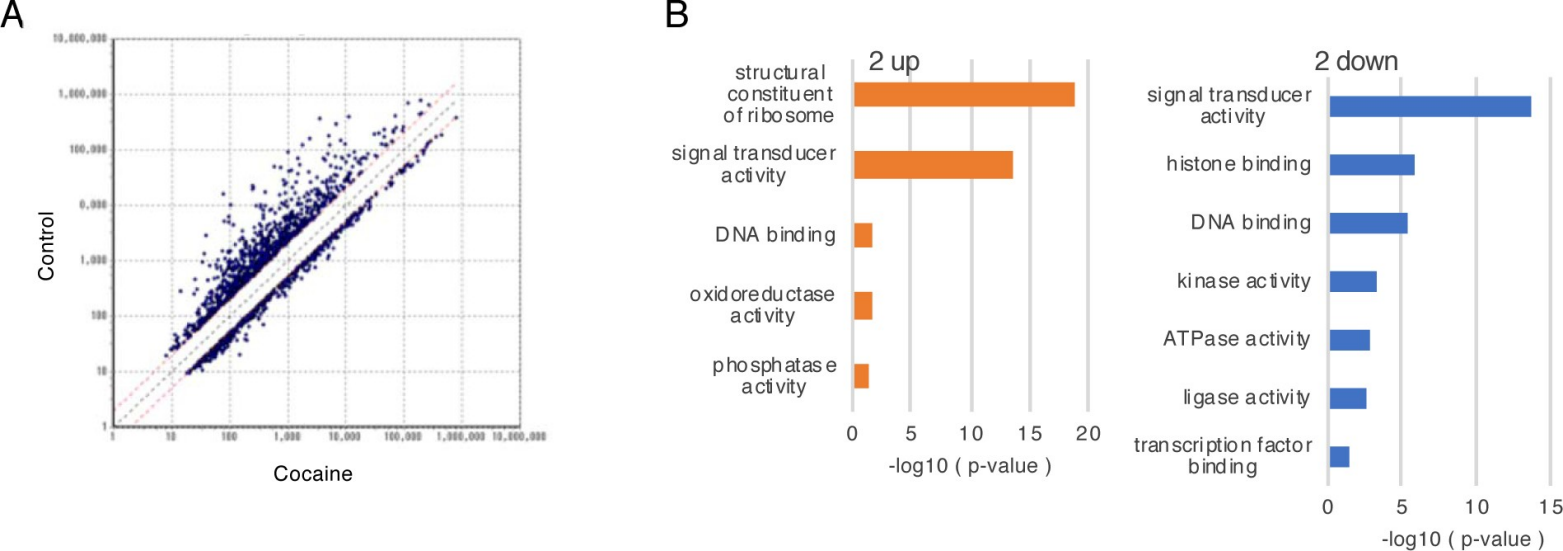
Transcriptional profile of spleen from rats repeatedly administered cocaine (day 7). Total RNAs from spleen (day 7) were subjected to DNA microarray and subsequent gene ontology (GO) analysis. (A) A scatter plot analysis of transcripts that showed greater than 2-fold responses to cocaine. The data below the lower dotted line indicate a greater than 2-fold increase caused by cocaine. The data above the upper dotted line indicate a greater than 2-fold decrease caused by cocaine. (B) Molecular function categories (Gene Ontology terms, GO) identified by Microarray Data Analysis Tool as being affected by cocaine in the spleen. P-values were calculated by comparison to the control group.

**Table 1:** Categories related to RBC function that are significantly downregulated by cocaine.

GO.ID	Term	Count ^a^	P-Value
GO:0006783	heme biosynthetic process	14	2.93E-16
GO:0006779	porphyrin-containing compound biosynthetic process	9	1.48E-10
GO:0030218	erythrocyte differentiation	14	1.76E-07
GO:0048821	erythrocyte development	9	6.57E-06
GO:0010039	response to iron ion	9	1.29E-05

^a^ The number of genes downregulated by cocaine and classified into the category.

**Table 2:** List of 22 genes related to RBC that are included among the top 50 genes downregulated by cocaine.

EntrezGene ID	Gene Symbol	Gene Description	Ratio (cocaine/control)
362202	Epb42	erythrocyte membrane protein band 4.2	0.004894405
65207	Rhag	Rh-associated glycoprotein	0.010322416
314251	Sptb	spectrin, beta, erythrocytic	0.011312488
289257	Spta1	spectrin, alpha, erythrocytic 1	0.012354514
24779	Slc4a1	solute carrier family 4 (anion exchanger), member 1	0.015326618
298485	Ermap	erythroblast membrane-associated protein	0.016033279
25475	Lgals5	lectin, galactose binding, soluble 5	0.021909885
---	Gypa	glycophorin A	0.023699113
60414	Rhd	Rh blood group, D antigen	0.027341142
306570	Ank1	ankyrin 1, erythrocytic	0.029378987
361338	Fech	ferrochelatase	0.030773674
294210	Trim10	tripartite motif-containing 10	0.037144138
25709	Hmbs	hydroxymethylbilane synthase	0.037605805
25240	Aqp1	aquaporin 1	0.037921865
25748	Alas2	5-aminolevulinate synthase 2	0.044641618
361439	Abcb10	ATP-binding cassette, subfamily B (MDR/TAP), member 10	0.049336537
361069	Dmtn	dematin actin binding protein	0.049893672
304666	Klf1	Kruppel-like factor 1 (erythroid)	0.051713904
29421	Urod	uroporphyrinogen decarboxylase	0.055682715
114511	Emb	embigin	0.056816553
304775	Dyrk3	dual-specificity tyrosine-(Y)-phosphorylation regulated kinase 3	0.057535695
64678	Tfrc	transferrin receptor	0.058454373

### Sustained contraction of spleen in repeated cocaine administered rats

We next investigated whether the reduction in spleen size is a result of apoptosis or contraction. We first performed immunoblot analysis using an antibody against cleaved caspase 3, which is a marker of apoptosis [31]. No increase in the cleaved caspase 3 levels was observed in any of the cocaine groups (1-, 3-, or 7-day experiments; Fig 4A). We also checked for markers of other kinds of cell death such as necroptosis (RIP1) [32], pyroptosis (GSDMD) [33] and ferroptosis (GPX4) [34] by immunoblot analysis, and detected no significant changes in any of these proteins (S3 Fig). Next we analyzed for contractile marker proteins: myosin light chain, a cytoskeleton protein that regulates contraction in smooth muscle and non-muscle cells and is activated by phosphorylation [35], and transgelin, which contributes to smooth muscle contraction in a calcium ion-independent manner [36]. In contrast to cleaved caspase 3, we detected a tendency towards an increase (day 3) and a significant increase (day 7) in the phosphorylation of the myosin light chain (MYL) in the cocaine groups (Fig 4B), suggesting increased contraction of the spleen by repeated cocaine administration. Splenic contraction was further evidenced by an upregulation of transgelin in the cocaine group (day 7, Fig 4C). Taken together, these observations indicate that the administration of cocaine for 7 days results in sustained contraction of the spleen.

**Fig 4:**
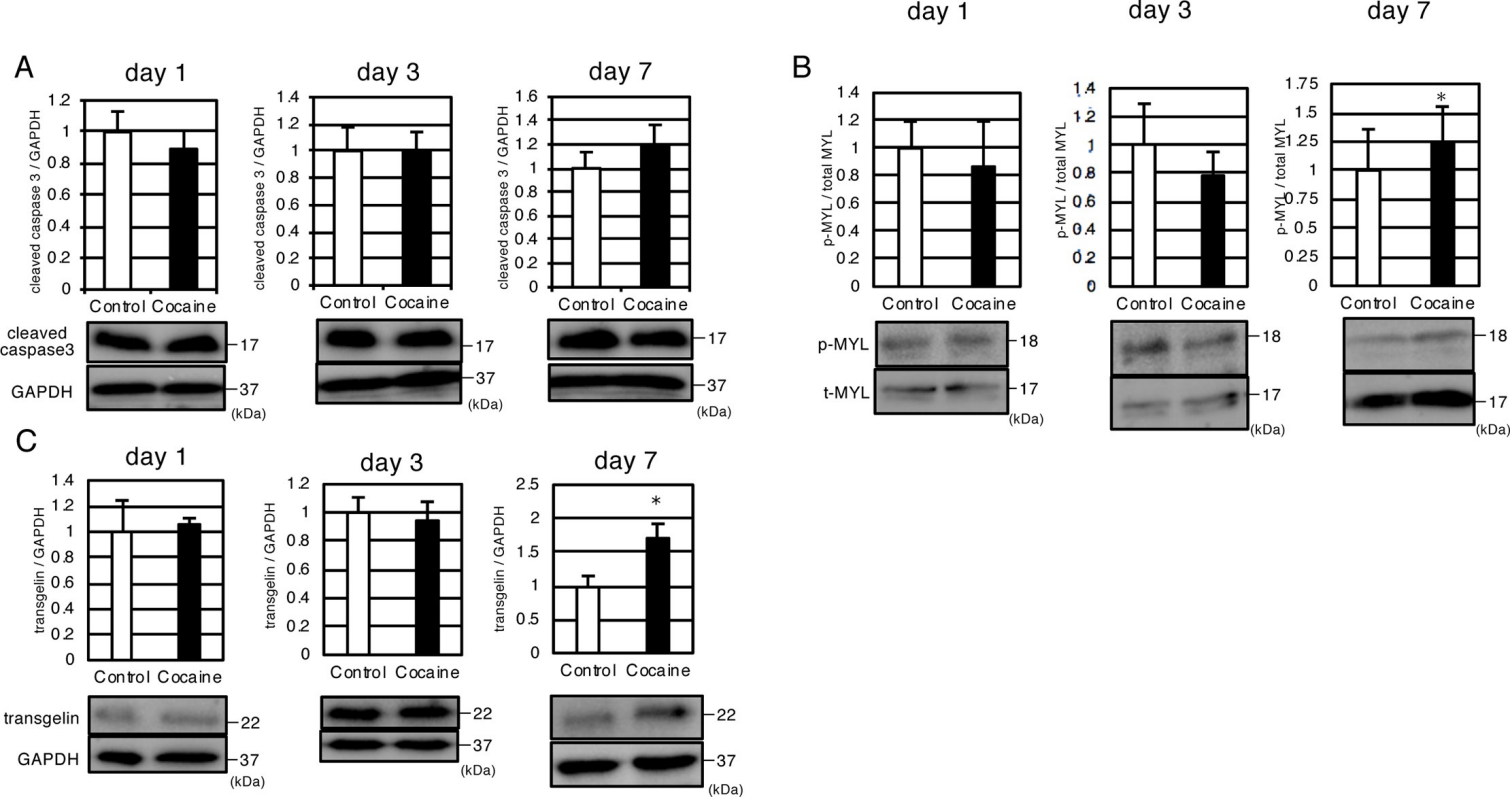
Repeated administration of cocaine upregulates contractile marker proteins, but not a marker of apoptosis in rat spleen. Immunoblot analysis of cleaved caspase 3 (A), phosphorylated as well as total MYL (B) and transgelin (C) in the spleens of rats administered cocaine. GAPDH or actin levels served as internal controls. Graphs show the means and S.D. of 6 samples, except for phosphorylated MYL of the cocaine group of day 7 (5 samples). *P < 0.05 versus control by Student’s *t*-test.

## Discussion

In this study, we have shown that repeated cocaine administration leads to sustained contraction of spleen in rats. Roughly speaking, there were tendencies that weights of other organs such as liver, kidney, brain, and lung decreased after 3 days cocaine administration and increased after 7 days. However, these changes were relatively small compared to that of spleen and there were not certain tendencies in the observed changes of organ weights except spleen.

A reduction in spleen size might occur through 1) autosplenectomy, which might include apoptosis and other forms of cell death [37], and 2) splenic constriction [22]. Although the possible involvement of the former has not been eliminated completely in this study, our current results showing the upregulation of the phosphorylated active form of myosin (Fig 4B) and the decrease in RBC in the cocaine administered spleen (Tables 1 and 2) strongly suggest that atrophy is a result of sustained splenic contraction. It should be noted that splenic contraction and autosplenectomy might be related to each other: excessive contraction may lead to vascular constriction, which can result in infarction as well as ischemia. Further studies are needed to evaluate the relationship between splenic constriction and autosplenectomy.

An MRI-based human study has shown that a single administration of cocaine (0.4 mg/kg) results in transient splenic contraction, during which the reduction in splenic volume reached approx. 20% around 10 min after administration, and recovered to the basal level within 35 min [38]. Since we excised organs including spleen one day after the last administration of cocaine, splenic constriction appears to last for at least one day after daily cocaine administration for 7 days. Therefore, our findings indicate that transient splenic contraction by cocaine may become chronic after repeated administration for 7 days. Since the spleen is considered to serve as a reservoir of RBC for oxygenation of the central as well as peripheral tissues during periods of high oxygen demand as described in “Introduction”, these results suggest the possible involvement of the organ in oxygenation against the challenge of cocaine.

In addition to sustained contraction, we also observed a tendency towards fibrosis in the spleens of cocaine-administered rats; EMG staining indicated a slight increase in collagen fibers, and immunoblot analysis also showed an upregulation of collagen type 1 in the cocaine groups as compared to the control group (Fig 2C). We currently do not have an idea concerning the exact cause and consequences of splenic fibrosis. Splenic vascular constriction may lead to infarction as well as ischemia, which might be a cause for the tendency towards fibrosis.

Throughout this study, we used male rats aged 6-week-old as of the time starting experiments. Six-week-old rats are in their late adolescent stage, in other words in their pre-adult stage [39]. It has been shown that sex and age should have substantial effects on the outcomes of cocaine addiction both in humans and animal models [29, 40]. For example, stronger adverse effects of cocaine on cognitive function are observed in adolescent-onset cocaine exposure than in adult-onset exposure [40]. Concerning to the sex differences for the sensitivity to cocaine addiction, estradiol is supposed as a key factor of this difference [41]. Since estrogen is also implicated in the regulation of vascular function [42], there may be a difference in cocaine-induced splenic contraction between male and female rats.

In conclusion, we have demonstrated that after daily administration of 50 mg/kg cocaine for 7 days, splenic constriction becomes sustained for at least 1 day. Sustained splenic constriction might be a reasonable result of repeated transient contraction. The pathophysiological implications of this phenomenon might shed light not only on the splenic dysfunction, but also the multiorgan failure caused by the abuse of cocaine.

## Supporting information

S1 Fig The full length blots of Fig 2.

S2 Fig The full length blots of Fig 4.

S3 Fig Repeated administration of cocaine does not affect pyroptosis, necroptosis, and ferroptosis markers in rat spleen. Immunoblot analysis of phosphorylated-RIP1 (pRIP1), GSDMD, and GPX4 in the spleens of rats administered cocaine. p30 fragment of GSDMD was not observed both in control and cocaine groups. Actin levels were served as internal control. Graphs show the means and S.D. of 6 samples.
(PDF)

How the deposited data were processed for this re-analysis (not part of the article)

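Gene expression in the spleen was measured with Clariom S rat arrays in 1 rat given cocaine (50 mg/kg once a day, day 7) and in 1 control rat, 24 h after the last dose. The title of the control sample gives it as not stimulated, while its treatment label repeats the cocaine treatment of the other sample, and the paper states that control rats were given saline. It was taken as the control from its title, the series design and the paper. The deposited values were log2 signals per feature. This scale was checked against the ratios in Table 2 of the paper for 16 genes, which differed by at most 0.0032%. RNA was isolated with TRIzol and RNeasy columns, treated with DNase I and hybridized by the authors. The background correction, summarisation and normalization that made the signals are not given in the sources used here. Both arrays were used, with 0 columns left out.

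Control features (1646 of 24834) were left out of the counts. A gene was a transcript cluster with exactly 1 gene symbol, and symbols were checked by Entrez identifier (15049 of 15049 matched, 0 were updated). For 10 symbols with several transcript clusters, the cluster with the highest mean signal stood for the gene, and in 0 of these did clusters differ in opposite directions at 2-fold. The 8139 transcript clusters without a symbol entered the counts of transcript clusters only. Some genes of the lists and of Table 2 were not analysed here. Features within 0.01 of the highest signal of an array were treated as being at its ceiling (18 transcript clusters in the cocaine rat and 15 in the control rat). Of 103 named genes past 2-fold, 41 had their lower signal and 21 had both signals under the highest background feature, and 73 were still past 2-fold with signals under it raised to it.

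The difference between the arrays was taken as the log2 signal in the cocaine rat minus that in the control rat, and transcript clusters past 2-fold were counted, as in the paper. With 1 array per group, no test between groups, no error and no leave-one-out analysis was possible. For each of 39 gene lists the median difference, the number of genes past 2-fold in each direction and the percentile of the median among 10000 random lists of the same size, matched in 10 bins of mean signal, were computed. These lists were the genes of Table 2, 4 further lists of red cell genes, each of which shares genes with Table 2, and 1 of globins. The others were lists of spleen cell types, cell division, histones, ribosomes, oxidative phosphorylation, receptors, smooth muscle, matrix, adhesion, endothelium, cell death, amine signaling, hypoxia, stress and immune responses, tissues next to the spleen and genes that every cell uses. The genes named in the text were all genes the paper names (24 of 32 measured, values in its Table 2 having been seen before), the 10 genes with the largest difference in each direction whose higher signal reached the median of its array, and in each list up to 4 genes with the largest difference and any that went against the list at 2-fold. Genes named outside this rule were chosen after their values were seen. The lists, the rule and the alternatives were fixed before the data were examined, apart from those described as chosen afterwards.

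The alternatives were 5 scalings (centring on the median, on the 75th percentile or on the transcript clusters above the median of both arrays, quantile normalization, and a loess correction for mean signal with a span of 0.3), filters at the 25th percentile and the median of each array, a floor at the 25th percentile, thresholds of 1.5-fold and 4-fold, only transcript clusters with a symbol, the mean over the clusters of a gene, red cell lists without the genes of Table 2, and random lists matched in 20 bins or not matched. A filter on the background features, a floor at the highest background feature, lists without genes at the ceiling, and a comparison of ribosomal protein genes with the nearest 30 other genes by signal were added after the data were seen. In that comparison the other genes were named genes outside the red cell, cell division and histone lists. The scalings moved the median of all genes by less than 0.1, at most by 0.09 with 75th percentile centring.

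The procedure was tested on simulated data with 15037 genes, a noise SD of 0.4 and shifts of 0.5 to 2 on the log2 scale. All 10 shifted lists of 20 genes were recovered, and 3 of 100 lists without a shift fell below the 1 or above the 99 percentile. Each of the 5 scalings removed a shift of 0.5 between whole arrays that had neither noise nor changed genes. This outcome follows from how the scalings work. It does not show how they act on arrays where many genes are lower. Computations used python 3.11.15, numpy 2.4.6, pandas 2.3.3 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9.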

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

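Of the 39 gene lists, 8 lists of genes that the paper does not discuss had a median below the 1 or above the 99 percentile of random lists. On simulated data 3 of 100 lists without a shift did so. That share is not a chance rate for the measured lists, because the simulation used a single noise SD for all genes. On the arrays the SD of the differences was 0.42 for mean signals up to 5 and 1.01 for those from 15 to 17. Whether genes of a list vary together between rats was not tested. The tests of mature red cells, of the difference between the rats, of the globins, of the genes nearest to the ribosomal protein genes by signal and of the share of lymphocytes, and the background floor, were chosen only after the results were seen.

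Genes of cell division had a median difference of -2.05 and the histone genes of S phase one of -1.64. The scaling of the arrays does not account for the first, since its median was at most -1.96 under any of 5 scalings. A loss of mature red cells alone is argued against by the same median (-2.05), because cells without a nucleus hold little mRNA of mitosis. A difference between 2 rats unrelated to cocaine cannot be told apart from an effect of cocaine with 1 rat per group. A candidate explanation that stays open and was not tested further is a smaller number of dividing erythroid precursors in the spleen of the cocaine rat.

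The globin chains Hbb and Hba-a1 were nearly level between the arrays while most other red cell genes were much lower. The ceiling of the arrays is consistent with this, since 15 transcript clusters lay within 0.01 of the highest signal on both arrays, while no other window of this width from a signal of 18 up held more than 4 on either array. A globin mRNA level kept in the cocaine spleen is argued against by the 3 globin chains with signals above the array medians and below the ceiling (Hba-a3, Hbb-bs and Hbb-b1), whose median was -2.31. The control signals of Hba-a3 (19.37) and Hbb-b1 (19.57) lay close to the ceiling, so their differences may be larger than measured. For Hbb and Hba-a1 themselves the size of the difference stays open, as probes at the ceiling cannot show it.

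Cytosolic ribosomal protein genes had a median of 0.69. A trend over a broad range of signal as the whole cause is argued against by the median after the loess correction, 0.49. With its span of 0.3 this correction may not follow a trend confined to the strongest signals, so it cannot exclude such a trend. A higher level of all strong signals, left when erythroid RNA is missing, is argued against for named genes by a comparison with genes of like signal. The ribosomal median lay at the percentile of 100 among random lists drawn from the nearest 30 other named genes, whose medians lay between -0.19 and 0.25. Genes of the red cell, cell division and histone lists were left out of these, and transcript clusters without a name were not compared. A larger share of lymphocytes stays open. The median of 33 B and T cell markers was 0.19, smaller than the 0.69 of the ribosomal protein genes. The gap was less than the SD of the markers (0.52), which was the limit set for this comparison. That SD is the spread of single genes and not the precision of their median, so the limit cannot decide the question. A difference between the rats, with 1 per group, stays open here as well.

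Markers of plasma cells had a median of 0.63 (8 genes), which was 0.39 with signals under the highest background feature raised to it. Those of NK cells had a median of 0.52 (12 genes), which was 0 with this floor. For megakaryocytes and platelets the median was -0.53 (12 genes) and -0.08 with the floor, and for neutrophils and their precursors -0.46 (15 genes) and 0 with the floor. The floor sets genes with both signals under it to a difference of 0, so a median of 0 does not show that a difference is absent. Hypoxia-induced genes had a median of 0.47 over 15 genes (99.9 percentile) and 0 with the floor, with none past 2-fold, and the largest difference was that of the glycolytic enzyme Pgk1 (0.99). Interferon-stimulated genes had a median of 0.64 over 18 genes (100 percentile), or 0.59 with the floor: Oas1a (1.78, at least 1.46-fold with the floor), Mx1 (2.84-fold) and Mx2 (2.65-fold, named after its value was seen) were at least 2-fold higher, while Rsad2 (-4.19) and Ifit1 (-3.92, at least 6.78-fold with the floor) were among the 50 lowest named genes.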

How the results depend on the processing

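The 182 named genes stayed within 1.5-fold of their value in 1218 of 1274 settings, the other 56 all with the floor at the highest background feature, which was added later, and changed sign in 2 (Myl9 and Gpx4, both with the loess correction), and 91 of 103 past 2-fold kept this and their direction under all 5 scalings. The medians of the 39 lists stayed within 1.5-fold in 387 of 395 settings, though 6 medians near 0 changed sign under a scaling. The 16 genes of Table 2 were among the 50 lowest named genes in 7 of 7. The counts of transcript clusters moved by over 1.5 times in 9 of 26 settings. The count higher in the cocaine rat was 911 with 75th percentile centring, 398 with the higher signal at or above the median, 343 over transcript clusters with 1 symbol, and, as added later, 346 above the highest background feature and 281 with the floor at it. At 1.5-fold it was 2949, with 2599 lower, and at 4-fold 9, with 337 lower. Without the genes of Table 2 the medians were -2.13 for the red cell membrane, -2.82 for heme synthesis and -3.39 for late erythroid maturation, and the globins moved to -2.15 with the median filter and, as added later, to -1.71 without genes at the ceiling. With the background floor the medians were -0.20 for globins, -1.73 for erythroid regulators and -3.27 for late erythroid maturation. Red pulp macrophages moved below the 1 percentile, to 0.96 with 20 bins and 0.30 with no matching. The cause was not tested where the setting itself does not give it. Signals near the background features and at the ceiling limit what the arrays can show. Leaving out a replicate was not possible with 1 array per group.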

Differences from the paper's values

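On the deposited values, no count differed from the paper's by more than 1.5 times. The 602 transcript clusters at least 2-fold higher stand beside the paper's 464, and the 1060 lower beside the paper's 1047. Of the alternatives set before the data were examined, the floor at the 25th percentile gave 466 higher and 987 lower, the loess correction 472 and 1188, and quantile normalization 690 and 1044. At the same threshold, centring on the 75th percentile gave 911 higher and 929 lower, and centring on the transcript clusters above the median of both arrays gave 876 and 938, so that the count of higher transcript clusters was then over 1.5 times the paper's. A floor at the highest background feature, chosen after the values were seen, gave 281 higher, less than the paper's by over 1.5 times, and 761 lower. None of the settings gave both of the paper's counts. For Table 2, 16 of the paper's 22 genes were found among the 50 lowest named genes, as the others were not analysed here. Transcript clusters without a name were not ranked.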

Other observations

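Genes of smooth muscle and contraction had a median difference of 0.23 over 23 genes (96.0 percentile), and none was at least 2-fold lower. Tagln, which encodes transgelin, was 2.31-fold higher in the cocaine rat, with a signal of 13.98 against 12.77. The smooth muscle actin Acta2 had a difference of 1.03, which was 0.95 after the loess correction, and desmin (Des) one of 0.87. Myl9, the myosin light chain, had a difference of 0.08 (-0.01 with the loess correction), a transcript level that says nothing of its phosphorylation (Fig 4B). Of 24 genes of the extracellular matrix (median -0.10, 18.1 percentile), 4 were at least 2-fold lower and none was at least 2-fold higher: Tgfbi (-2.30), fibronectin Fn1 (-1.27), periostin Postn (-1.02, but -0.92 with 75th percentile centring) and lumican Lum, both signals of which lay within the background features. Col1a1, a chain of the collagen type 1 that was blotted in Fig 2C, had a difference of -0.22. E-cadherin (Cdh1) had a difference of -0.94, the largest among 13 genes of cell-cell adhesion, whose median of 0.05 (56.9 percentile) turned to -0.02 with the loess correction. Endothelial genes had a median of 0.13 over 12 genes (78.4 percentile), with Emcn at least 2-fold higher (1.16).

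Of 17 apoptosis genes, Bcl2l1, which encodes the survival factor Bcl-xL, was at least 2-fold lower (-2.46) and the others were within 2-fold. The median of the list was 0.0048 (43.3 percentile) and turned to -0.04 with the loess correction. Of 7 genes of necroptosis, pyroptosis and ferroptosis none was past 2-fold, with a median of 0.02 (54.6 percentile), Ripk3 at 0.91, Ripk1 at 0.02 and Gpx4 at 0.01 (-0.07 with the loess correction). Genes of adrenergic and dopaminergic signaling had a median of 0.14 over 17 genes (76.0 percentile), with none past 2-fold. Most of these 17 had both signals under the highest background feature. The median signals of the list were 5.34 in the cocaine rat and 5.46 in the control rat, and its median difference was 0 with the background floor. The arrays therefore do not show whether these genes were level. Among 12 glucocorticoid-induced genes (median 0.05, 58.3 percentile), the metallothioneins Mt1 (-2.56) and Mt2A (-1.16) were at least 2-fold lower and Zbtb16 counted as at least 2-fold higher, with both signals (7.31 and 6.12) under the highest background feature. Immediate early genes had a median of 0.06 over 13 genes (55.6 percentile), which was -0.02 with the loess correction, and Atf3 counted as at least 2-fold higher, though not with that correction (0.95), and with both signals (7.11 and 6.09) under the highest background feature. Genes of heat shock and the unfolded protein response had a median of 0.26 over 15 genes (94.1 percentile), with Pdia4 at least 2-fold higher (1.24). Of 15 inflammatory mediators (median 0.24, 93.0 percentile), Il6 was at least 2-fold higher (1.62, at least 1.79-fold with signals raised to the highest background feature).

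Markers of tissues next to the spleen were measured as well. The median signals in the cocaine and the control rat were 5.46 and 5.47 for pancreas genes and 6.08 and 5.80 for genes of mesothelium and epithelium. These signals lay within the range of the background features. The median of 19 pancreas genes was -0.08 (10.5 percentile), with none past 2-fold, and was 0.01 with 75th percentile centring and 0.0011 with centring on the transcript clusters above the median. The 6 genes of adipose tissue had a median of -0.48 (1.22 percentile), with Adipoq at least 2-fold lower (-2.06, at least 1.44-fold with signals raised to the highest background feature), and the 6 genes of mesothelium and epithelium had a median of 0.29 (88.4 percentile), with none past 2-fold. Of 13 genes that every cell uses (median 0.11, 70.8 percentile), Tfrc, which is also an erythroid gene, was at least 2-fold lower, and Gapdh had a difference of 0.28.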
